# Study on the pathogenesis of MiR-6324 regulating diarrheal irritable bowel syndrome and bioinformatics analysis

**DOI:** 10.3389/fphar.2023.1044330

**Published:** 2023-02-15

**Authors:** Jin Xiao, Yan-ni Zhou, Yan-lin Yang, Li He, Ke-kai Wang, Min Chen

**Keywords:** miR-6324, irritable bowel syndrome, bioinformatics analysis, pathogenesis, R language

## Abstract

**Objective:** To investigate the pathogenesis of IBS-D by bioinformatics analysis of the differential microRNAs in rat colon tissue and to analyze and predict the function of their target genes.

**Methods:** Twenty male Wistar rats of SPF class were randomly divided into two groups, the model group was manipulated using the colorectal dilatation method + chronic restraint stress method to establish the IBS-D model; while the blank group stroked the perineum at the same frequency. Screening of differential miRNAs after High-throughput sequencing of rat colon tissue. GO and KEGG analysis of target genes using the DAVID website, further mapping using RStudio software; the STRING database and the Cytoscape software were used to obtain the protein interaction network (PPI) of the target genes as well as the core genes. Finally, qPCR was used to detect the expression of target genes in the colon tissue of two groups of rats.

**Results:** After the screening, miR-6324 was obtained as the key of this study. The GO analysis of target genes of miR-6324 is mainly involved in protein phosphorylation, positive regulation of cell proliferation, and intracellular signal transduction; it affects a variety of cellular components such as cytoplasm, nucleus, and organelles on the intracellular surface; it is also involved in molecular functions such as protein binding, ATP binding, and DNA binding. KEGG analysis showed that the intersecting target genes were mainly enriched in cancer pathways, proteoglycans in cancer, neurotrophic signaling pathway, *etc.* The protein-protein interaction network screened out the core genes mainly Ube2k, Rnf41, Cblb, Nek2, Nde1, Cep131, Tgfb2, Qsox1, and Tmsb4x. The qPCR results showed that the expression of miR-6324 decreased in the model group, but the decrease was not significant.

**Conclusion:** miR-6324 may be involved in the pathogenesis of IBS-D as a potential biological target and provide further ideas for research on the pathogenesis of the disease or treatment options.

## 1 Introduction

Irritable bowel syndrome (IBS) is a functional enteropathy with abdominal pain, bloating, or abdominal discomfort as the main symptoms, lacking organic lesions of structural and biochemical abnormalities of the gastrointestinal tract (Li et al., 2018). Irritable bowel syndrome can be divided into four subtypes, which can be classified according to the Rome IV criteria into the following four types: 1) Constipated IBS with constipation as the main symptom (IBS-C) 2) diarrheal IBS with diarrhea as the main symptom (IBS-D) 3) Mixed IBS with alternating diarrhea and constipation as the main symptom (IBS-M) 4) indeterminate IBS with stool characteristics that do not meet any of the criteria in the appeal (IBS-U). The most common of which is irritable bowel syndrome with diarrhea and abdominal pain as the main manifestation (IBS-D) (Ha and Kim, 2014). The prevention and treatment of IBS is an important public health task, as it has a significant impact on the normal life as well as the psychological health of patients with irritable bowel syndrome. miRNAs have potential gene regulatory functions (Ha and Kim, 2014), and their main function is to bind to the complementary 3′UTR of the target messenger mRNA, reducing its stability as well as inhibiting translation (Mansour et al., 2016). Research on the pathogenesis of IBS-D is still unclear and is associated with multiple causes, but the main causes currently agreed by researchers are the following: alterations in the intestinal flora (Hou et al., 2022), abnormalities in the brain-gut axis (Wu et al., 2022), emotional abnormalities such as depression and anxiety (Chen et al., 2021), and intestinal barrier dysfunction (Hanning et al., 2021). miRNA has been closely linked to the development and treatment of several human diseases, mostly for cancer-related studies, and because of its widespread presence in the human body, more non-cancerous diseases have also been shown to be associated with it. So, We believe that some miRNAs can be studied and explored as therapeutic targets for IBS-D. At present, the number of studies using animal experiments combined with bioinformatics to explore the pathogenesis of IBS-D is relatively small. In this study, we propose to conduct bioinformatics analysis to screen the core genes and important pathways for miR-6324 in rat colon and provide a more reliable basis for the diagnosis and treatment of IBS-D.

## 2 Materials and methods

### 2.1 Experimental animals and feeding environment

Twenty male Wistar rats of SPF grade 5–6 weeks old weighing 160–200 g were randomly and equally assigned into blank control group and model group, 10 rats per group. The rats were housed in standard class II animal rooms, quiet and noiseless, with circulating ventilation in the experimental environment. The room temperature was 22°C ± 2°C, the room humidity was 50% ± 10%, and the light-to-dark ratio was 1/1. After 1 week of acclimatization feeding. The rats were housed in the Animal Experiment Center of Chengdu University of Traditional Chinese Medicine in a quiet environment with suitable temperature and humidity during the experiment. The experiments were performed daily at 8–10 a.m. The experimental animals were provided by Chengdu Dashuo Experimental Animal Co., Ltd. with animal production license No. SYXK (Chuan) 2015-196. All animal studies were approved by the University Institutional Review Board and the Institutional Animal Care and Use Committee, respectively. Ethical review number: 2020DL-001.

### 2.2 Instruments and reagents

#### 2.2.1 Instruments

Centrifuge 5418R benchtop centrifuge (Eppendorf, Germany); Nano Drop 2000 UV spectrophotometer (Thermo, United States); Qubit2.0 quantification instrument; EI0001 electrophoresis system (Invitrogen, United States) D195M fluorescence transilluminator (Clare Chemical Research, United States); 2100 biochip analyzer (Agilent, United States); MyCycler PCR (Bio-rad, United States); Fluorescence quantitative PCR instrument (Roche, Switzerland).

#### 2.2.2 Reagents

TruSeq Stranded Total RNA with Ribo-Zero Gold (Illumina, United States); AgencourtAMPure XP (BECKMAN COULTER, United States); Agencourt RNAClean XP(BECKMAN COULTER, United States); QubitRNA Assay Kit (Life Technologies, United States); QubitdsDNA Assay Kit (Life Technologies, United States); Bioanalyzer 2100 RNA-6000 Nano Kit (Aglient, United States); Bioanalyzer 2100 DNA-1000 Kit (Agilent, United States); SuperScript II Reverse Transcriptase (Invitrogen, United States); miRNA first strand cDNA synthesis kit (Accurate Biology, China); TRIpure Reagent Total RNA Extraction Reagent (Bioteke Corporation, China); primer (Tsingke Biotechnology Co., China).

### 2.3 Model Preparation

The IBS-D animal model was established using a combination of the colorectal dilatation method + chronic restraint stress method in the model rats. The rats were gently touched on the anal region before the experiment to induce them to evacuate feces. The homemade colorectal dilatation balloon coated with paraffin oil was gently inserted into the rectum of the rat about 7 cm, and the catheter was fixed at the tail of the rat, about 1 cm from the anus, after which the rat was fixed in a transparent observation chamber (20*6*8 cm) so that it could only move back and forth, and the colorectal dilatation was performed after waiting for the rat to calm down, and the dilatation pressure was 80 mmHg once/day for 2 weeks; meanwhile, the blank control group only stroked the perineum with the same frequency.

### 2.4 Abdominal wall retraction reflex score (AWR score)

At the end of modeling, an AWR test was performed and scores were recorded for both groups of rats. The performance of the rats was recorded and scored at 20, 40, 60, and 80 mmHg pressures, at a frequency of 20 s/time, with a total of three dilations, each at an interval of 5 min, and the average of the three times was taken as a backup. The AWR scoring criteria are shown in Table 1. At the end of the experiment, the rats were anesthetized with 2% sodium pentobarbital intraperitoneally at a dose of 2.5 ml/kg. The skin and subcutaneous tissues and the greater omentum were cut along the midline of the rat’s abdomen using scissors, and the terminal tissues of the colon and rectum were exposed and separated, and the tissues of the intestinal segment 6 cm from the end of the anus were removed for the next step of testing. After sampling, the rats were euthanized using decapitation.

**TABLE 1:** AWR scoring criteria.

Score	Performance
0	No behavioral response in rats
1	The rat’s body was stationary and only the head moved
2	Contraction of abdominal muscles in rats
3	Contraction and lifting of abdominal muscles in rats
4	The abdominal muscles of rats contract strongly and lift the pelvis and perineum

### 2.5 High-throughput sequencing

After the end of modeling, three rats from each group are randomly selected for the next step. Rat colon tissue was taken and preserved, total RNA was extracted and processed for PCR amplification, and the constructed libraries were quality-checked with Agilent 2100 Bioanalyzer after passing. The libraries were sequenced using the Illumina sequencer, and the differential miRNAs with *p*-value < 0.05 and FC = 2-fold were taken as a backup.

### 2.6 KEGG pathway analysis and GO analysis

Two target gene prediction software, miRWalk 3.0 (http://mirwalk.umm.uni-heidelberg.de); Targetscan 7.2 (http://targetscan.org/vert_72/), were used for target gene prediction and the valid data intersection of the two databases was taken and retained. The miRNAs containing the neurotrophin signaling pathway in the KEGG pathway were screened using DAVID 6.8 (http://david.ncifcrf.gov/) and kept for backup, and gene function enrichment analysis and mapping were performed using RStudio software.

### 2.7 Protein-protein interaction (PPI) analysis

Target genes were analyzed using STRING 11.0 (https://string-db.org/) and then the network relationships were mapped using Cytoscape.

### 2.8 qPCR for miRNA

First, RNA was extracted from colon tissue using TRIpure Reagent Total RNA Extraction Reagent, then miRNA first strand cDNA synthesis kit was added according to the kit instructions, and the RNA was reverse transcribed to cDNA using MyCycler PCR set at 37°C for 60 min and 85°C for 5 min. Finally, primers were added and the initial Ct value was obtained by fluorescence quantitative PCR instrument for miR-6324. The expression level of MiR-6324 was calculated by ΔCt method (2^-Δ Δ Ct method).

Primers: F-TCAGTAGGCCAGACAGCAAG.

### 2.9 Data Processing

SPSS26.0 software was used to analyze the data, and the data obtained in this experiment were all measures. AWR score data met normal distribution with homogeneous variance, and *t*-test was used for analysis; the PCR test data conforms to the normal distribution, but the variance is uneven, the data were statistically analyzed using t’ test. A *p*-value <0.05 was considered statistically significant.

## 3 Result

### 3.1 Abdominal wall retraction reflex score (AWR score)

After modeling, the AWR scores were significantly higher in the model group at 20 mmHg, 40 mmHg, and 60 mmHg compared with the blank group at the same pressure (*p* < 0.05); at 80 mmHg pressure, the difference in AWR scores between the blank and model groups was not significant *p* > 0.05), as shown in Table 2, and the above results suggest that the modeling was successful.

**TABLE 2:** Comparison of AWR scores between the two groups after modeling (‾X ± S).

Group	20mmHg	40mmHg	60mmHg	80mmHg
Blank group	0.12 ± 0.170	1.62 ± 0.485	2.29 ± 0.627	3.50 ± 0.436
Model group	1.54 ± 0.776*	3.33 ± 0.356*	3.71 ± 0.330*	3.87 ± 0.353

Note: The symbol * indicates *p* < 0.05 compared with the blank group at the same pressure. Under the pressure of 20/40/60 mmHg, the scores of the model group were all significantly higher than those of the blank group; while under the pressure of 80 mmHg, there was no significant difference in the scores of the rats in the model and blank groups. This indicates that the visceral sense of the rats in the model group was higher than that of the blank group under 20/40/60 mmHg pressure; while under 80 mmHg pressure, the scores of the model group and the blank group converged and the differences disappeared.

### 3.2 High-throughput sequencing

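Colon tissue from 3 rats of the blank group and 3 rats of the model group was used for small RNA sequencing, which reads the short RNAs of a tissue, miRNAs included. The authors deposited their result as a table of 1429 mature miRNA sequences, of which 635 are known rat miRNAs and 794 are predicted ones. In 130 rows every library is at 0. The table gives each library's value as RPM, the reads scaled to a fixed library total, and beside it the authors' group means, log2 fold changes, p-values and q-values. The blank libraries are named K1 to K3 there and the model libraries M1 to M3. Since the paper numbers the blank rats B1 to B3, the blank libraries were treated as 3 rats without a number.
All of the RPM values (100%) were whole multiples of the smallest value of their library, so the reads behind each value were recovered. The library total to which RPM refers was 27493589 reads in K1, 28410761 in K2, 30156092 in K3, 31100525 in M1, 29552333 in M2 and 30275400 in M3. The paper's text does not define this total. Known miRNAs took 11992599, 11391282 and 10285899 of these reads in the blank libraries, and 13020300, 7665721 and 12247285 in the model libraries. All rows together took between 34.1% and 43.6% of the total in the blank libraries, against 41.9% in M1, 26.0% in M2 and 40.5% in M3. A single miRNA, miR-143-3p, took between 30.3% and 43.5% of the reads on known miRNAs. The smallest level that the depth shows, 3 reads, was between 0.0965 and 0.109 RPM, a limit that covers counting error only. Where every library of a group was at or under 3 reads, the mean of the other group was divided by this level. Such a ratio of means is given as "at least", and it does not take in the spread of the higher group.
Model and blank libraries were compared with limma, with its trend option, on log2(RPM + 1) over the 327 known miRNAs that had at least 1 RPM in at least 3 libraries or are named in the paper. A fold change on this scale understates the change of a miRNA with few reads. A miRNA under 1 RPM in every library cannot reach a 2-fold change on it. The same comparison was therefore also run with edgeR's quasi-likelihood test on the recovered reads of 480 known miRNAs, those with at least 10 reads over the 6 libraries and those the paper names. The design fixed before the data were examined named this count test for recovered counts. It is given beside limma because the deposited values are RPM. The aligner, the genome build, the source of the known miRNAs and the test behind the authors' p-values are not named in the paper's text.

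**Figure D1:**
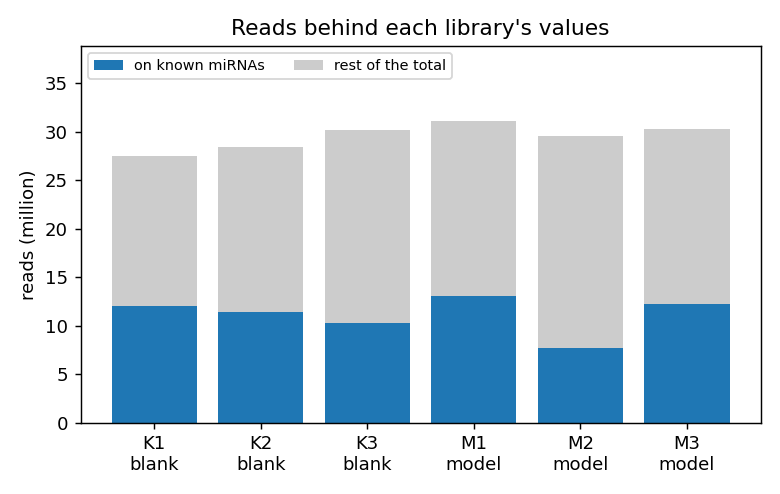
Reads behind the values of each colon library, for the blank libraries K1 to K3 and the model libraries M1 to M3. The blue part of each bar is the reads on known miRNAs and the grey part the rest of the total to which RPM values refer. Library M2 has 7665721 reads on known miRNAs, fewer than the other 5 libraries.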

After high-throughput gene sequencing and differential analysis, excluding the predicted genes, we made a volcano plot of the resulting genes, as shown in Figure 1. The left side shows the downregulated genes, there are four genes: miR-184, miR-6216, miR-6324, miR-217-5p; the right side shows the upregulated genes, there are five genes: miR-1247-3P, miR-138-1-3p, miR-204-5p, miR-672-5p, miR-873-3p. 

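At an unadjusted p under 0.05 and a log2 fold change beyond 1 in either direction, limma on log2(RPM + 1) called 2 of the 327 known miRNAs, miR-6324 and miR-184, both lower in the model group. At an unadjusted p under 0.05 alone it called 9, of which 7 are in the list of 9. edgeR's quasi-likelihood test on the recovered reads called 14 of 480, with 7 higher and 7 lower in the model group, and all 9 of the listed miRNAs were among them in the listed direction. Among the settings on RPM values with this call, a pseudocount of 0.1 RPM in place of 1 moved the number most, to 7 miRNAs, all of them in the list. After Benjamini-Hochberg adjustment, 1 miRNA had an adjusted p under 0.05 with limma and 2 with edgeR. Adjusted over the 9 alone, 6 had an adjusted p under 0.05 with limma, but the list was drawn from these same libraries.
Of the miRNAs listed as downregulated, miR-6324 had 66, 75 and 36 reads in blank libraries K1, K2 and K3, and 0, 0 and 2 reads in model libraries M1, M2 and M3. For miR-6216 the blank libraries had 16, 26 and 14 reads, while each model library had 0. The level of miR-184 was 4.35 ± 3.57 RPM (SD, n = 3) in the blank group and 0.348 ± 0.264 RPM (SD, n = 3) in the model group, and the groups overlapped, as blank library K1 had 9 reads and model library M1 had 20. miR-217-5p had 17, 42 and 49 reads in the blank libraries and 14, 12 and 12 in the model libraries, or 1.24 ± 0.544 RPM against 0.418 ± 0.0287 RPM (SD, n = 3 each).
Among those listed as upregulated, miR-204-5p had by far the most reads, with 74.2 ± 10.4 RPM in the blank group and 149 ± 56.3 RPM in the model group (SD, n = 3 each), a ratio of 2.00. Its sequence differs by 1 base from that of miR-211-5p, so the authors' counting could have split reads between them, although miR-211-5p had at most 38 reads in a library. miR-672-5p had 25, 32 and 23 reads in the blank libraries and 56, 66 and 90 in the model libraries, a ratio of 2.50 in RPM. The remaining 3 had few reads. miR-1247-3p had 2, 1 and 2 reads in the blank libraries against 21, 7 and 8 in the model libraries, at least 3.74-fold higher. miR-873-3p had 1, 0 and 0 reads against 3, 11 and 9, at least 2.44-fold higher by the group mean, although model library M1 was itself at 3 reads. miR-138-1-3p had 0 in each blank library and 4, 2 and 3 in the model libraries, which is close to the smallest level the depth shows, and its sequence differs by 2 bases from that of miR-138-2-3p.
On RPM, every library of one group was above every library of the other for 8 of the 9, which chance alone gives for 10% of miRNAs. The exact two-sided permutation test on RPM gave p = 0.1 for each of these 8, the smallest p that 3 rats against 3 allow, and p = 0.2 for miR-184. For miR-217-5p this separation depends on the scaling. TMM, which scales on miRNA reads, gives 11562681 effective reads for K1 and 8113127 for M2. Relative to these, its 12 reads in M2 are no longer below its 17 in K1. With 1 library left out at a time, edgeR's quasi-likelihood test called miR-204-5p in 4 of 6 fits and miR-217-5p in 5 of 6, and the other 7 in each fit. From the unadjusted p-values and fold changes of these libraries, the paper states 4 miRNAs as downregulated and 5 as upregulated in the model group.

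**Figure D2:**
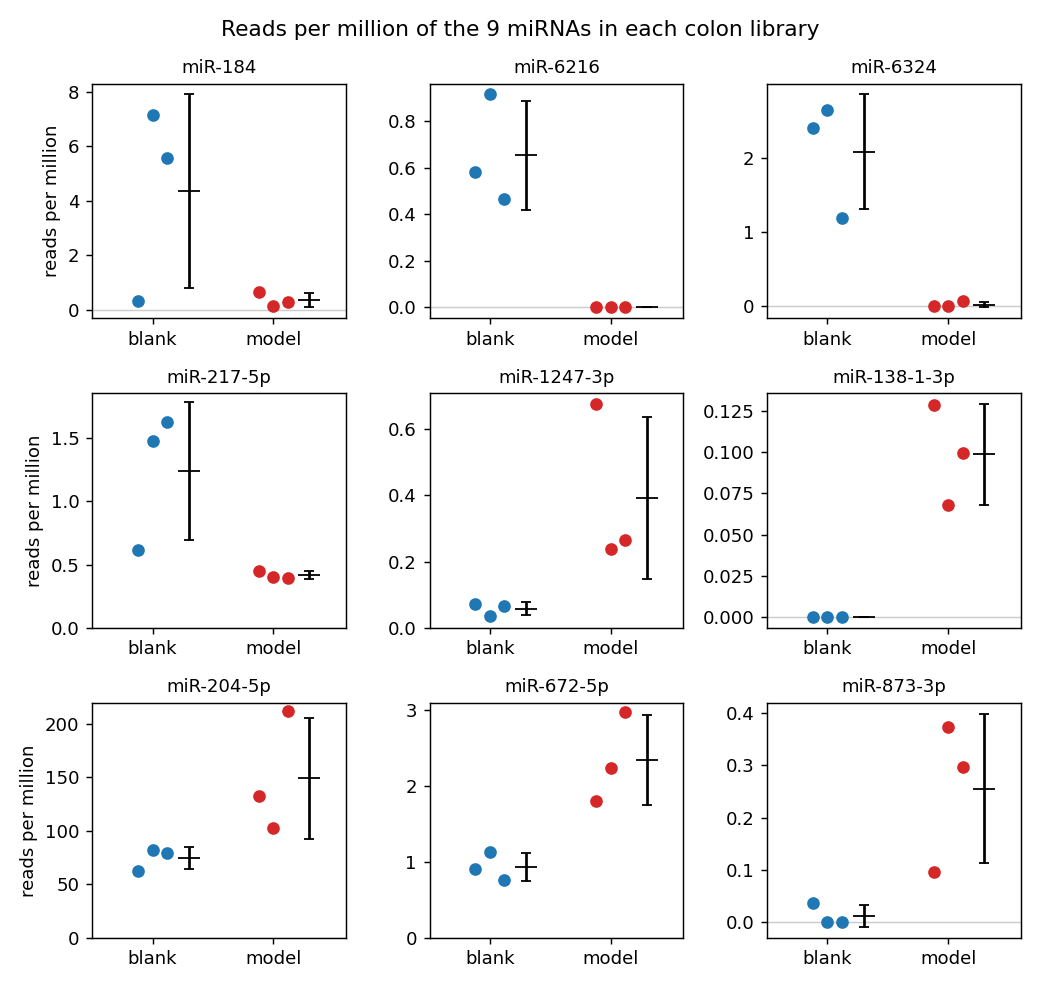
RPM of each of the 9 miRNAs in the blank libraries (blue points) and the model libraries (red points), with a separate vertical axis for each miRNA. The black line with bars is the mean ± SD of 3 libraries. Every panel but that of miR-184, where blank library K1 had 9 reads, shows the groups without overlap.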

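Over all 478 known miRNAs with at least 10 reads summed over the 6 libraries, the libraries were much alike. The Spearman correlation across miRNAs was between 0.961 and 0.987 for pairs of libraries of the same group, and between 0.961 and 0.984 for pairs of different groups. Its mean within groups exceeded its mean between groups by 0.00376, and 2 of the 10 ways to split the 6 libraries into 3 and 3 gave a difference as large (exact permutation test, one-sided p = 0.2, where the smallest possible is 0.1). The difference was 0.00388 with no filter, 0.00914 without K1 and 0.00544 without K2 (exact permutation test, one-sided p = 0.1 for each). It was 0.000134 over the 339 miRNAs with at least 10 reads in every library (exact permutation test, one-sided p = 0.3). Without M2 it was -0.00120, and with Pearson's correlation of log2(RPM + 1) it was -0.000130 (exact permutation test, one-sided p = 0.7 for both). Without miR-184, miR-6216, miR-6324, miR-217-5p, miR-1247-3p, miR-138-1-3p, miR-204-5p, miR-672-5p and miR-873-3p, which had been chosen for their difference between these groups, the same quantity was -0.000499 over the other 470 miRNAs (exact permutation test, one-sided p = 0.6). As that choice of miRNAs was made on the real split, leaving them out works against it, and this value does not tell whether the groups differ over the rest.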

Meanwhile, we plotted the heatmap, as shown in Figure 2, and we labeled these nine differential genes above. B represents the blank group, M represents the model group, and the numbers represent the number of each group of rats, blue is downregulated, and red is upregulated. 

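The mature sequence of miR-6324 in the deposited table is TCAGTAGGCCAGACAGCAAGCAC, of 23 bases, and no other row, aligned without gaps, came closer to it than 6 mismatches. In the GRCr8 annotation of the rat genome its gene, Mir6324, overlaps Brwd1 and lies next to Psmg1. Its level was 2.08 ± 0.775 RPM (SD, n = 3) in the blank group and 0.0220 ± 0.0381 RPM (SD, n = 3) in the model group, where each library was at or under 3 reads. It was therefore at least 21.0-fold lower in the model group. The log2 fold change was -1.56 on the log2(RPM + 1) scale (standard error 0.220, adjusted p = 0.000109 from limma with Benjamini-Hochberg adjustment over 327 miRNAs). On the recovered reads it was -6.25 (adjusted p = 0.00704 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment over 480 miRNAs), a size that rests on the model libraries' 0, 0 and 2 reads. The authors' deposited table gives it a log2 fold change of -6.65 and a q-value of 9.72e-07. Of the other 8 miRNAs past the threshold in the paper, the authors' deposited table gives miR-6216 a q-value of 0.00421 and each of the other 7 a q-value of 1.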

We performed subsequent KEGG and GO analysis of all the nine differential miRNAs and found that the downstream pathway of miR-6324 contains the neurotrophic signaling pathway, and several factors in this pathway are closely associated with the attack of IBS-D. Therefore, we chose miR-6324 as the key point of this study.

**FIGURE 1:**
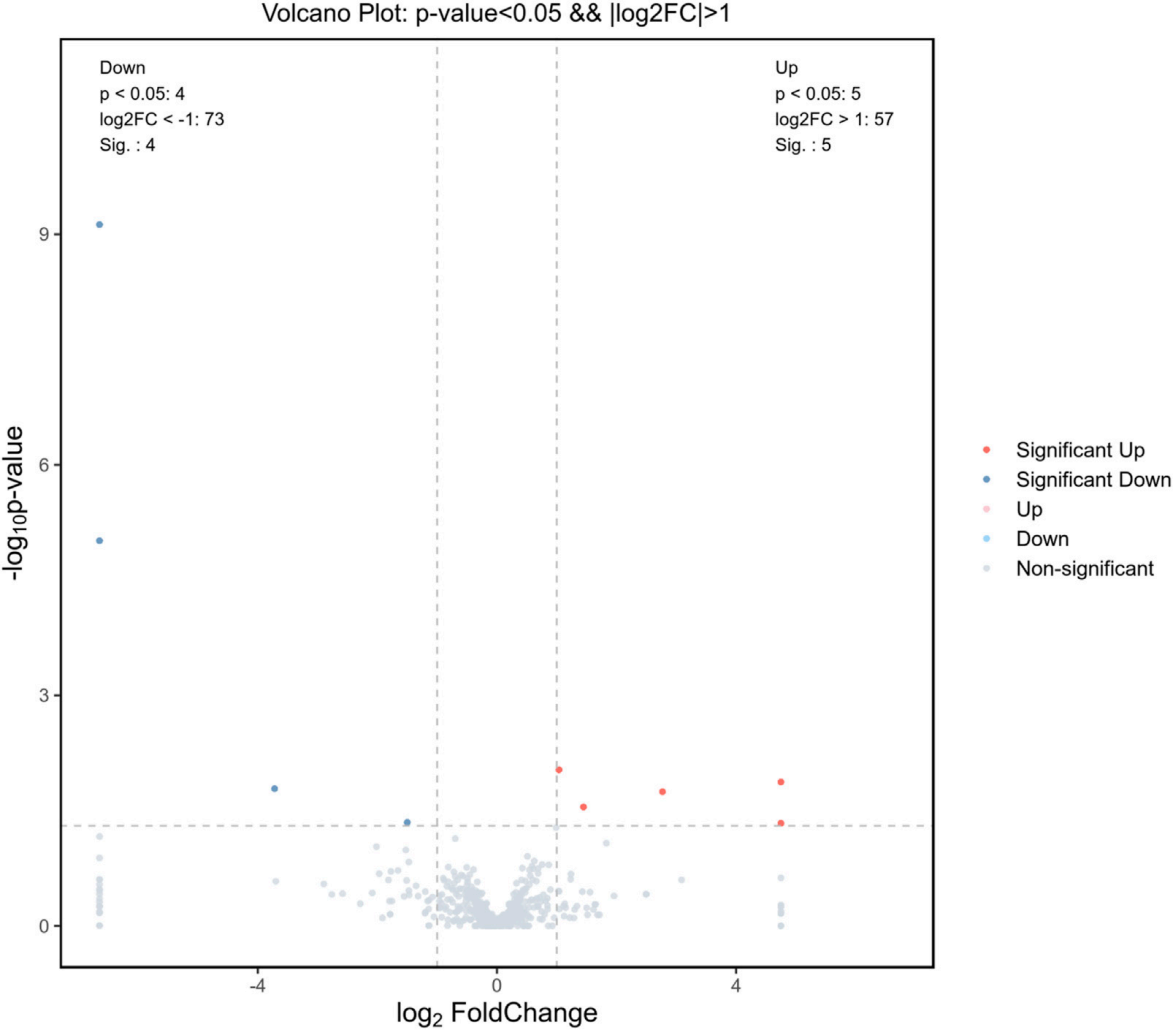
Differential genetic volcano map. Gray indicates no difference, red and blue indicate genes with significant differences (*p* < 0.05 and ∣log2FC∣ > 1), nine in total. The left side (blue dots) indicates genes with downregulated expression, four in total; and the right side (red dots) indicates genes with upregulated expression, five in total.

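Counted on the log2(RPM + 1) scale, no known miRNA had a log2 fold change above 1 and 2 had one under -1, whatever their p. With edgeR on the recovered reads, 13 were above 1 and 23 under -1. miR-6324 and miR-184 were under -1 in both of these fits. The other 7 of the 9 passed the fold-change line in the edgeR fit and not in this limma fit. Among them, miR-6216, miR-1247-3p, miR-138-1-3p and miR-873-3p were under 1 RPM in every library. On the log2(RPM + 1) scale they could not pass it, whatever their change. Of the 9, 5 had a mean under 1 RPM over the 6 libraries. The log2 fold change of miR-6216 was -0.72 (standard error 0.179, adjusted p = 0.0712 from limma) on the log2(RPM + 1) scale. On its recovered reads, edgeR's quasi-likelihood test gave an adjusted p of 0.0366. That adjusted p was 0.0609 with known and predicted miRNAs tested together, and up to 0.170 with 1 library left out (edgeR). For miR-184 the log2 fold change was -1.64 (standard error 0.416, adjusted p = 0.0712 from limma) and -3.67 on the recovered reads (adjusted p = 0.346 from edgeR). For miR-217-5p it was -0.63 with limma and -1.53 with edgeR. The 5 upregulated miRNAs had log2 fold changes from 0.14, for miR-138-1-3p, to 0.94, for miR-204-5p, with limma. With edgeR they lay between 1.02, for miR-204-5p, and 4.62, for miR-138-1-3p. None of these 5 had an adjusted p under 0.05 in either test, the lowest being 0.304 with limma, for miR-672-5p, and 0.344 with edgeR, for miR-672-5p and miR-1247-3p. All 9 had the direction of the volcano plot in both tests.

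**Figure D3:**
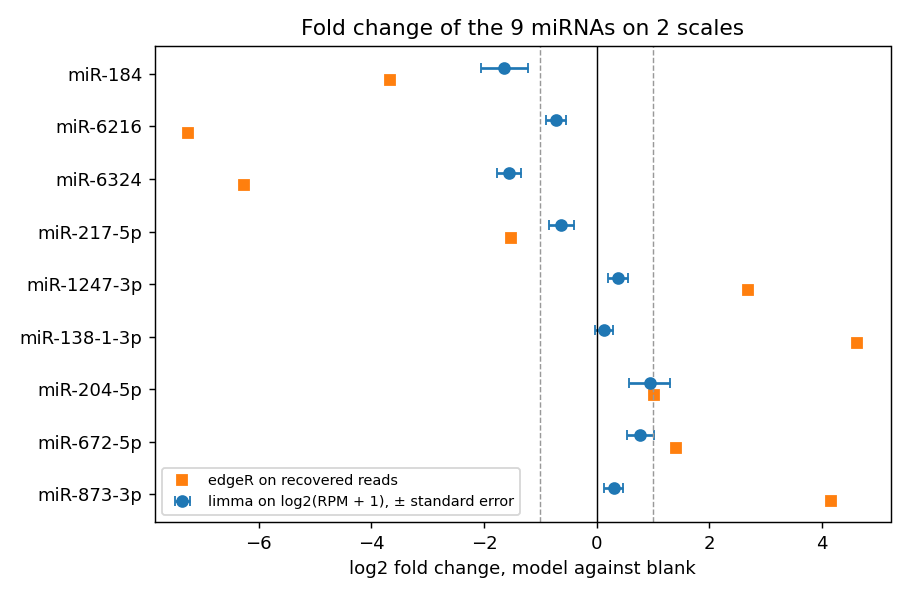
Log2 fold change of the 9 miRNAs, model group against blank group. Blue circles are limma estimates on log2(RPM + 1) with bars of ± 1 standard error, and orange squares are edgeR estimates on the recovered reads, drawn without an error. Dashed lines mark -1 and 1, which 2 blue circles and all 9 orange squares pass.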

**FIGURE 2:**
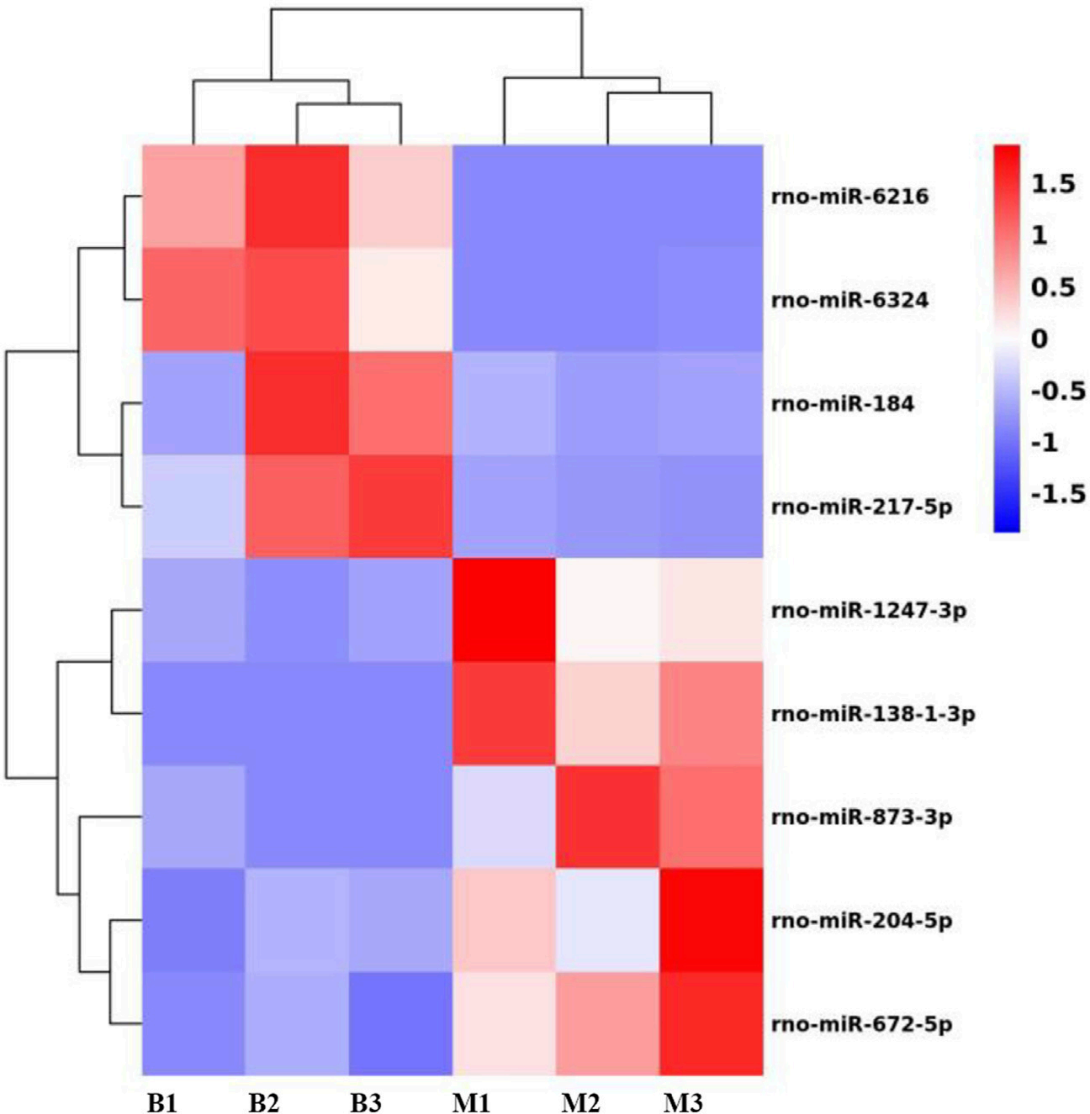
Heatmap results for the differential miRNAs. B in the horizontal axis indicates the blank group, M indicates the model group, and the number represents the number of each rat; the vertical axis indicates each differential gene. Red indicates upregulation of expression, blue indicates downregulation of expression.

### 3.3 Gene function analysis

After target gene prediction and obtaining crossover genes for miR-6324 using two sites, miRWalk 3.0 and targetscan 7.2, we obtained 482 target genes. Then GO and KEGG analysis was performed based on these 482 target genes.

GO analysis (Gene Ontology) can be divided into three parts, namely, Biological Process (BP), Cellular Component (CC), and Molecular Function (MF) (Bai et al., 2020). Tables were obtained after GO analysis of the above 482 target genes using the DAVID website online, and data with *p*-values <0.05 were selected for retention. There are 55 results for GO-BP, including protein phosphorylation, positive regulation of transcription, positive regulation of cell proliferation, and intracellular signal transduction; There are 18 GO-CC results are affecting a variety of cellular components including cytoplasm, nucleus, cell membrane, and organelles on the intracellular surface; G0-MF has 22 results, mainly involved in protein binding, ATP binding, metal ion binding, DNA binding, and other molecular functions.

KEGG pathway enrichment analysis was performed on the above 482 target genes using the DAVID website, and data with *p*-values <0.05 were selected for backup preservation.15 pathways were enriched, mainly in cancer pathways, proteoglycans in cancer, neurotrophic signaling pathway, MAPK signaling pathway, RAP1 signaling pathway, and regulation of the actin cytoskeleton.

Gene GO analysis was performed on the 482 target genes obtained using RStudio software and the ClusterProfiler package as well as the DOSE package, the top 20 items were selected and made into a bar graph, as in Figure 3; for KEGG pathway analysis, the top eight were selected and made into a bubble graph, as in Figure 4.

**FIGURE 3:**
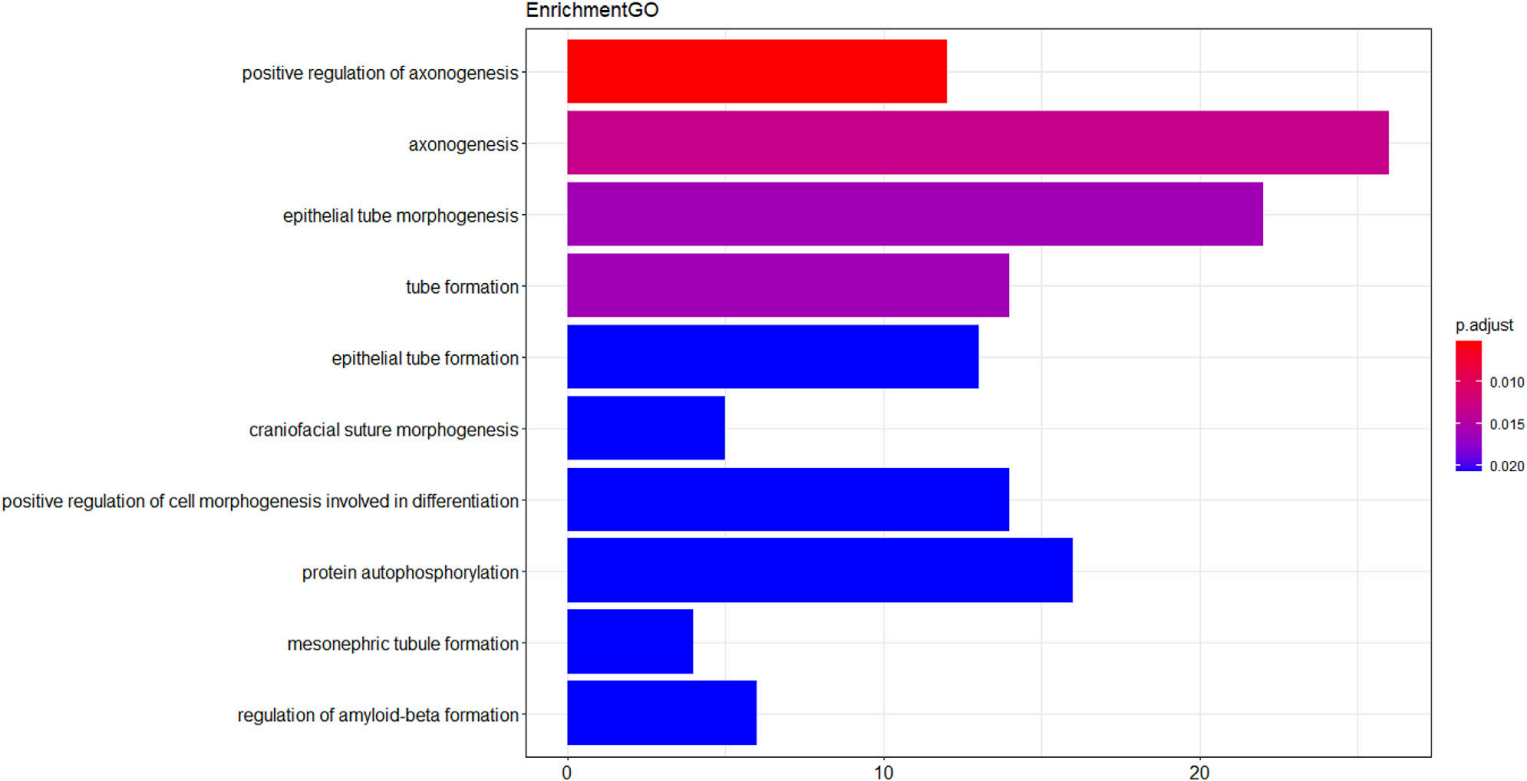
Histogram of GO analysis of intersecting target genes. The vertical axis is the entry name of Gene Ontology, the horizontal axis is the number of genes enriched in that entry, the closer the color is to red means the lower the *p*-value.

**FIGURE 4:**
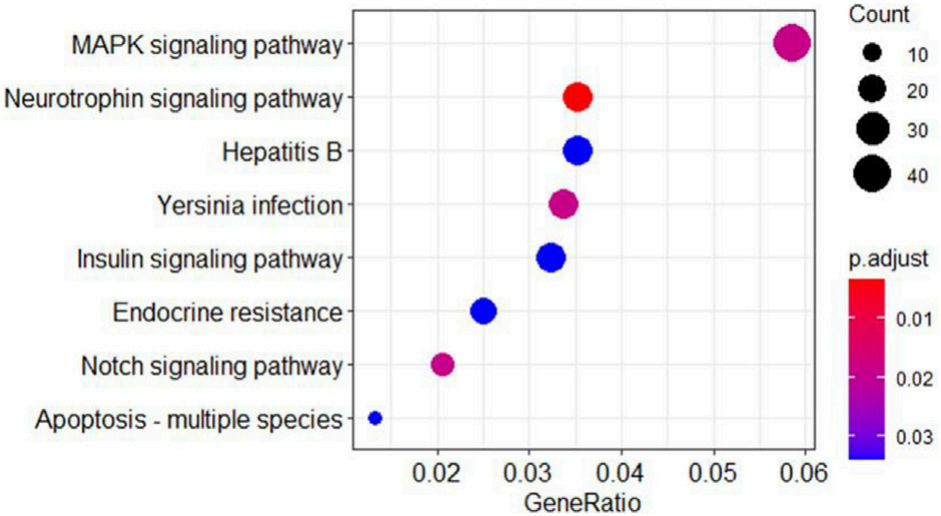
Bubble diagram for KEGG analysis of intersecting target genes. The horizontal axis indicates gene ratios and the vertical axis represent each pathway. Each bubble in the graph represents the pathway, with larger bubbles indicating more genes in the pathway and the color tending to red indicating smaller *p* values.

### 3.4 protein-protein interaction (PPI) analysis

As shown in Figure 5, the 482 target genes were analyzed using Cytoscape software to obtain the protein interaction network of the crossover genome. The protein function clustering analysis was also performed on these genes to obtain the protein function classification map, as shown in Figure 5A, From the figure, it can be seen that the protein functions are mainly clustered in two modules in red as well as blue, besides that, there are more functions, as shown in Table 3.

**FIGURE 5:**
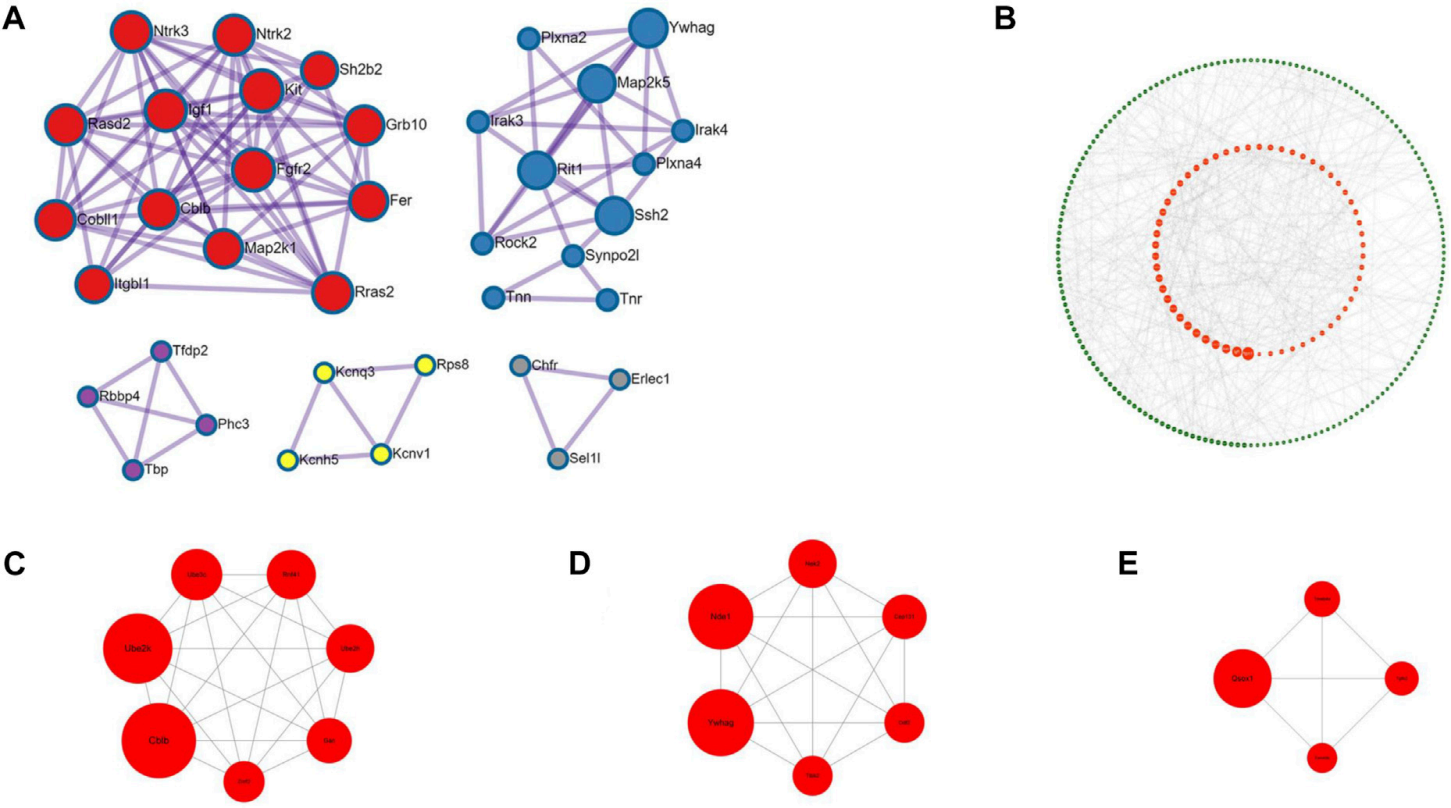
Protein functional classification chart and key proteins **(A)** is the protein functional clustering analysis graph, different colors represent different functional aggregation modules, the main modules are red and blue, the detailed description can be found in Table.3 **(B)** is all the proteins, sorted according to the BC value, the larger the dot in the graph represents the heavier weight, red is the top 1/4 of proteins with heavier weight **(C–E)** are the top three graphs filtered out, which include a total of 17 key genes.

**TABLE 3:** Protein function module notes.

Color	MCODE	GO	Description	Log10(P)
Red	MCODE_1	R-MMU-9006934	Signaling by Receptor Tyrosine Kinases	−12.2
Red	MCODE_1	GO:0007169	Transmembrane receptor protein tyrosine kinase signaling pathway	−10.4
Red	MCODE_1	WP407	Kit receptor signaling pathway	−9.2
Blue	MCODE_2	GO:0032989	Cellular component morphogenesis	−6.1
Blue	MCODE_2	R-MMU-373755	Semaphorin interactions	−5.6
Blue	MCODE_2	mmu04360	Axon guidance-Mus musculus (house mouse)	−5.6
Purple	MCODE_3	R-MMU-212436	Generic Transcription Pathway	−3.7
Yellow	MCODE_4	GO:0071805	Potassium ion transmembrane transport	−5.9
Yellow	MCODE_4	GO:006813	Potassium ion transport	−5.7
Yellow	MCODE_4	GO:0098662	Inorganic cation transmembrane transport	−4.4
Grey	MCODE_5	GO:0051603	Proteolysis involved in protein process	−4.6
Grey	MCODE_5	GO:0030163	Protein catabolic process	−4.3

Then using the cytoNCA plug-in, the individual genes were weighted and sorted according to the Betweenness Centrality (BC), and then distributed as a circle, as shown is in Figure 5B. The larger graph of each gene in Figure 5B indicates the heavier weight, and the red circle in the center indicates the gene with the heavier 1/4 weight. The 482 target genes were analyzed using the MCODE plug-in, setting Find clusters = In whole network; Degree cutoff = 2; Node score cutoff = 0.2; K-core = 2; Max depth = 100 for analysis. In the generated network graph, the top three pairs were selected as the key genes in this study, 17 in total, as shown in Figures 5C, D, E, since some of the genes do not have clear functional studies for the time being, we cannot know whether all 17 genes are associated with the development of IBS-D, but by searching the literature we learned that the following genes were shown to be closely associated with the development of IBS-D, mainly Ube2k, Rnf41, Cblb, Nek2, Nde1, Cep131, Tgfb2, Qsox1, and Tmsb4x.

### 3.5 qPCR for miRNA

After obtaining the relative expression levels of miR-6324, we analyzed the data of both groups and used Graphpad Prism eight to draw graphs. As shown in Figure 6, miR-6324 expression was decreased in the model group compared with the blank group, but not significantly (*p* > 0.05).

**FIGURE 6:**
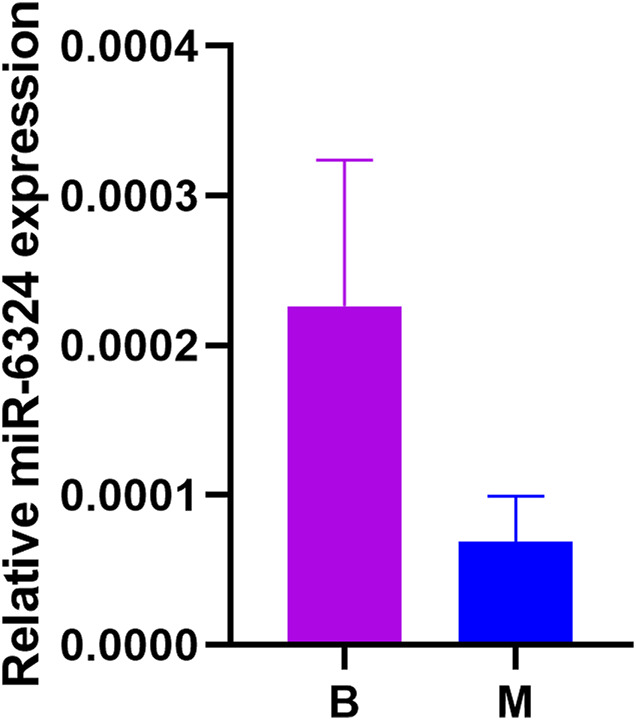
Relative miR-6324 expression. B in the horizontal axis means blank group, M means model group; the vertical axis represents the relative expression of miR-6324. *p* > 0.05 for the comparison between the two groups, no significant difference. However, there was a trend of decreasing expression in the model group.

## 4 Conclusion

Since the discovery of microRNAs, their regulation of gene expression has received attention from various studies, and since the pathogenesis of irritable bowel syndrome is not clear, microRNAs in colonic tissues and irritable bowel syndrome have been studied more closely in recent years. Previous studies have shown that all subtypes of irritable bowel syndrome are inextricably linked to MicroRNA (Yang et al., 2020). This study demonstrated the correlation between miRNA-6324 and the development of IBS-D, which is valuable for the study of the pathogenesis of irritable bowel syndrome and further guides the medication through clinical trials.

In this study, the differential microRNAs obtained from the preliminary basic experiments were analyzed by bioinformatics. MiR-6324 was analyzed in the Kyoto Encyclopedia of Genes and Genomes database (KEGG), where the MAPK pathway (Guo et al., 2020a), the BDNF/TrkB pathway in the neurotrophic signaling pathway (Fu et al., 2021), and the PI3K pathway in the insulin signaling pathway (Xia et al., 2021) were shown to be associated with the pathogenesis of IBS-D in the preliminary study. In addition, for the core genes screened in the PPI network, Ube2k promotes the degradation of histone H3 (Fatima et al., 2020), and acetylation of histone H3 promotes visceral hypersensitivity in rats (Guo et al., 2020b), which is associated with the development of IBS-D; Rnf41 (Masschaele et al., 2017), Tmsb4x (Li et al., 2019a) mediates the pathogenesis of IBS-D by participating in the activation of the Myd88 pathway (Chu et al., 2020); the mammalian Cbl protein family has three members, Cbl, Cbl-b, and Cbl-3. Cbl-b regulates the levels of IFN-γ (Li et al., 2019b). IFN-γ is possibly involved in the pathogenesis of IBS-D after infection (He et al., 2018); Nek2 is involved in the pathogenesis of IBS-D by activating the AKT pathway (Wan et al., 2021) pathway (Xia et al., 2021); Nde1 is involved in the pathogenesis of IBS-D by regulating the MAPK pathway (Lanctot et al., 2013) (Xia et al., 2021); Cep131 (Wang et al., 2020), Tgfb2 (Guo et al., 2016), Qsox1 (Geng et al., 2020) mediate IBS-D pathogenesis through activation of PI3K/AKT pathway as well as other factors (Guo et al., 2020b). The above pathways as well as core genes are reflected in bioinformatic analysis to have an important relationship with the pathogenesis of IBS-D and are important components of the pathogenesis of IBS-D. At the same time, our qPCR experiment also verified that the expression of miR-6324 in the IBS-D model group decreased, which was the same as our previous high-throughput sequencing results. The research above proves that the pathogenesis of IBS-D is regulated by miR-6324, and further in-depth studies are needed as to which way it mediates the pathogenesis and which role it plays in the pathogenesis of IBS-D.

Studies have shown that several microRNAs, including miR-29 (Zhou et al., 2015), miR-199b (Mansour et al., 2016), miR-219a-5p and miR-338-3p (Mahurkar-Joshi et al., 2021), and miR-29a (Chao et al., 2017), have important roles in the pathogenesis of diarrheal irritable bowel syndrome. There are no studies available to demonstrate the close correlation between miR-6324 and IBS-D. We reviewed some literature on miR-6324 and one study found that inhibition of miR-6324 expression was associated with rescue of cell viability, inhibition of apoptosis, and promotion of autophagy (Li et al., 2021). Our volcano, heat maps, and qPCR result showed that miR-6324 expression was downregulated in the model group, which is contrary to the above findings. 

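In the colon libraries, every blank library had more reads of miR-6324 than every model library (exact two-sided permutation test on RPM, p = 0.1, the smallest that 3 rats against 3 allow). With each library left out in turn, its log2 fold change with limma stayed between -1.78 and -1.42. The adjusted p from limma was under 0.05 in 5 of these 6 fits and was 0.186 without model library M2. With edgeR's quasi-likelihood test the same 6 fits gave log2 fold changes between -8.84 and -5.66, and the adjusted p was under 0.05 in 4 of them, with 0.0827 without M1 and 0.0989 without M2. Scaling the recovered reads by DESeq2's size factors in edgeR gave -6.26 (adjusted p = 0.00790 from edgeR), and the DESeq2 Wald test gave -6.51 (adjusted p = 3.35e-06 from DESeq2).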

We reviewed the relevant literature and one study demonstrated that miRNAs were differentially expressed in different tissues, whereas miR-6324 was expressed higher in brain from the ectoderm than in other tissues and higher in the hippocampus (Cheng et al., 2021). Our previous study found that BDNF mRNA expression was significantly downregulated in rat colonic tissue and significantly upregulated in hippocampal tissue after IBS-D modeling. Meanwhile, we demonstrated that tong-xie-yao-fang can downregulate hippocampal BDNF mRNA expression and upregulate colonic BDNF mRNA expression, which is a bidirectional regulation (Chen et al., 2017). Based on our previous study, we suggest that miR-6324 expression may be elevated in the hippocampus of IBS-D model rats in this study, which is also a bidirectional regulation.

Since the association between the brain-gut axis and IBS-D has been demonstrated in several studies, we speculated that it is possible that miR-6324 expression is elevated in the hippocampus and decreased in the colon in the IBS-D rat model. Although the present study on miR-6324 has only demonstrated the association with heart infarction as well as hippocampal nerves, we believe that our study is meaningful and has some prospects for development, which may somewhat reveal the mechanism related to miRNA regulation of IBS-D through the brain-gut axis and provide ideas for further studies to follow.

In this study, we detected a significant decrease in miR-6324 expression in rat colon tissue in basic experiments and revealed its possible involvement in the pathogenesis of IBS-D utilizing bioinformatic analysis. Finally, we performed qPCR experiments on miR-6324, and although we did not conclude that miR-6324 was significantly reduced in the IBS-D model, we obtained a decreasing trend. We believe that the insignificant decrease in expression may be related to the small sample size and the degradation of RNA, which is a shortcoming of this experiment. Based on our speculation and the studies of others, our next study will focus on whether there are differences in the expression of miR-6324 or other miRNAs in colonic and hippocampal tissues in the brain-gut axis and further investigate the association of the brain-gut axis with IBS-D.

## Data Availability

The datasets generated for this study can be found in the GEO database, accession no. GSE222757 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE222757).

How the deposited data were processed for this re-analysis (not part of the article)

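Small RNA libraries of colon tissue from 3 rats of the blank group and 3 rats of the model group were compared. The model rats had been given colorectal dilatation at 80 mmHg, with restraint, for 2 weeks. Each library comes from 1 rat. Model libraries were matched to their rats by name (M1 to M3). The blank libraries carry the names K1 to K3 in the table, while the paper names the blank rats B1 to B3, so they were taken as members of the blank group with no rat number.

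The authors sequenced the libraries on an Illumina instrument, counted reads on known and predicted miRNAs, and deposited the values as RPM. The aligner, genome build, source of known miRNAs and the program that predicted the others are not named in the paper's text. The authors also deposited group means, which are a normalized signal. On the recovered reads these means gave 1 size factor per library, between 0.720 for M2 and 1.18 for M1. The log2 fold changes deposited by the authors are the log2 ratio of these means, infinite where a group is at 0. The p-value and q-value of each row were deposited by the authors too, and the q-values equal the Benjamini-Hochberg values over the 1299 rows with a p, predicted miRNAs included. The test behind the p-values is not named in the paper's text. Its data processing section names SPSS and tests for the behavioural scores and the PCR data only.

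From these values, whole reads were recovered by dividing each library's RPM by its smallest value, which gave whole numbers for 100% of values. RPM was not rescaled for the main comparison. The RPM total includes reads outside the table's rows, and these rows took 26.0% of it in M2, so RPM values of M2 run lower than a scaling on miRNA reads would give. The median log2 fold change over the 327 miRNAs tested was -0.0583 on the RPM scale and -0.0202 after TMM scaling of the RPM values.

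The comparison of model with blank was fitted with limma version 3.58.1 (lmFit and eBayes with trend) on log2(RPM + 1), for known miRNAs with at least 1 RPM in at least 3 libraries, and those named in the paper whatever their level. The design fixed before the data were examined named edgeR for a table of read counts, or of counts recovered from normalized values, and limma for a table of normalized values. The recovered reads meet the first condition, but as the deposited values are RPM, limma was taken as the main test before any model was fitted. edgeR version 4.0.16 (glmQLFit and glmQLFTest with TMM, at least 10 reads over the 6 libraries) and the DESeq2 version 1.42.0 Wald test were run on the recovered reads and are given beside it. The choice matters, as limma called 2 miRNAs and edgeR 14 at the paper's threshold, an unadjusted p under 0.05 and a change of more than 2-fold. R version 4.3.3 and scipy version 1.17.1 were used. Single miRNAs were also compared by exact two-sided permutation of the 6 libraries, where the smallest p possible is 0.1. No pairing of rats between groups was used.

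Each fit was tested on simulated data, drawn from the real mean levels and library totals, in which 2 log2 units of change were given to a random set of miRNAs. limma recovered 139 of the 139 changed miRNAs among the 326 it ran on at an adjusted p under 0.05 (100%), with 4 false calls among 143. Its median estimate was 1.72 in place of 2, and 1.89 for the 87 changed miRNAs with a mean of at least 10 RPM. edgeR ran on 473 and recovered 185 of 198 (93.4%), with 3 false calls and a median estimate of 2.02. DESeq2 recovered 175 of 198 among 473, with 4 false calls. These results hold for the simulated data and do not give the power or the false calls on the real libraries. With limma, a split of the real libraries other than model against blank gave up to 8 miRNAs at an adjusted p under 0.05. With edgeR no other split gave any.

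The miRNAs named were fixed by a rule before the data were examined. They are the 9 of the paper's list, those of its discussion, the 5 with the smallest p past the threshold outside the list and without overlap between groups (limma gave none), the 3 with the largest share of reads, the 3 predicted ones with the smallest p, and lists of miRNAs that mark a tissue or cell type. Any other miRNA named was chosen after its values were seen. The alternatives set before the data were examined were quantile normalization, limma without trend, no filter, the filterByExpr filter of edgeR, known and predicted miRNAs together, a pseudocount of 0.1, other call rules, and leaving out each library in turn. For a table of counts they also named DESeq2's size factors, total-read scaling and the DESeq2 Wald test, and leaving out each library or taking known and predicted miRNAs together was set there too. Running these count fits beside limma was decided once the values had been seen to be RPM. TMM scaling of the RPM values and the correlation without the 9 miRNAs were added after the values had been seen. The abdominal wall retraction scores, target prediction, pathway enrichment, protein interaction and qPCR data were not analysed here.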

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

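All tests in this part were chosen only after the result was seen. Apart from the 9 miRNAs that the paper lists, there were 4 rows of the table in which every library of one group had more than 3 reads and every library of the other had 3 or fewer. The predicted miRNA novel9_mature had 69, 16 and 38 reads in model libraries M1, M2 and M3 and 1, 0 and 0 in blank libraries K1, K2 and K3, at least 12.8-fold higher in the model group. novel280_mature>novel281_mature had 7, 4 and 10 reads against 0 in each blank library, at least 2.20-fold higher. novel93_mature had 12, 8 and 4 reads against 1, 0 and 0, at least 2.51-fold higher. The known miRNA miR-328b-3p had 11, 6 and 8 reads in the blank libraries and 3, 2 and 1 in the model libraries, at least 2.95-fold lower in the model group. The paper leaves predicted miRNAs out, and it does not mention miR-328b-3p.

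Of the 10 splits of the 6 libraries into 3 and 3, 6 gave at least 4 such rows, the real one included, and 1 other split gave 9. Leaving out the 9 listed miRNAs lowered the number in the real split alone. With them it was 7, and 2 of the 10 splits gave at least 7, the real one included. As 10 splits never give a share under 0.1, these rows cannot be told apart from a chance division of the libraries. The exact permutation p was 0.1 for each of them, the smallest possible.

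A stricter form of the pattern, at least 10 reads in every library of one group and 3 or fewer in every library of the other, held for 3 rows, novel9_mature and 2 of the listed 9, miR-6324 and miR-6216. The real split alone gave 3 (1 of 10 splits), and the largest number in another split was 1. Without the listed 9 the real split gave 1, and so did another split (2 of 10 splits). The share of 0.1 is the smallest that the design allows, so chance is not excluded. The lowest number of reads in a library that had the row was 14, but the pattern itself asks for at least 10, so this cannot tell whether low counts play a part. The depth did not account for it, as the median total of reads in the model group was 1.07 times that of the blank group. The labels give no sequencing batch or litter, and a batch, a litter or a sequence variant that followed the groups was not tested, so a link of these 3 rows with the model remains a hypothesis.

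With known and predicted miRNAs tested together by edgeR, 715 in all, novel9_mature had a log2 fold change of 6.38 (adjusted p = 0.0290 from edgeR's quasi-likelihood test), higher in 3 of 3 model libraries. The authors' deposited table gives it a q-value of 0.000106. Its level was under 1 RPM in M2, so it did not pass the filter of the limma fit. Its sequence, GGTCTGTGATGAATAACTCTGAGG, holds both motifs that mark box C/D small nucleolar RNAs, and of the 706 predicted rows with reads it is the only 1 that does (1 row). A candidate explanation is that these reads are fragments of such an RNA and not a miRNA, but a motif match in 1 short sequence does not settle it, and the sequence was not compared with a genome here.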

How the results depend on the processing

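The direction of all 9 listed miRNAs was the same under each alternative that was run, including the fits without one library. miR-6324 was past the paper's threshold in each of them. Its log2 fold change lay between -1.78 and -1.42 in the fits on log2(RPM + 1), was -4.13 with a pseudocount of 0.1, and lay between -6.51 and -6.25 in the 5 fits on the recovered reads of all 6 libraries. The count tests had been named beforehand for counts, and were run beside limma once the values had been seen to be RPM. Its adjusted p was under 0.05 in 12 of the 13 alternatives on RPM (from 1.47e-10 to 0.186 with limma) and in 5 of 5 on the recovered reads of all 6 libraries (from 3.35e-06 to 0.0290 with edgeR and DESeq2). With each library left out of edgeR in turn, the log2 fold change lay between -8.84 and -5.66 and the adjusted p was under 0.05 in 4 of 6 fits, with 0.0827 without M1 and 0.0989 without M2 (edgeR).

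The number of miRNAs past the threshold, 2 with limma, changed with the pseudocount, the call rule, the test, the scaling and the libraries used. It was 7 with a pseudocount of 0.1, 9 at an unadjusted p under 0.05 alone, and 1 when the groups also had to be without overlap, which chance gives for 10% of miRNAs. The call at an unadjusted p under 0.05 alone gave 7 without trend, 23 with no filter and 24 with quantile normalization. It gave 27 with TMM scaling of the RPM values, which was chosen after seeing them. On the recovered reads the number past the threshold was 14 with edgeR and TMM, 14 with edgeR and DESeq2's size factors, 23 with edgeR and total-read scaling, 13 with the DESeq2 Wald test, and 28 with edgeR on known and predicted miRNAs together. Across the 6 fits that each left out one library it ranged from 2 to 6 with limma and from 13 to 26 with edgeR. Both miRNAs called by limma were also called by edgeR with TMM and by DESeq2 (2 shared calls each). On simulated data, limma's median estimate of a true change of 2 was 1.72 over all changed miRNAs and 1.89 over those of at least 10 RPM.

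The balance of directions differed between some settings and not between others. Of the calls with edgeR, 7 of 14 were higher in the model group with TMM, 7 of 14 with DESeq2's size factors and 6 of 23 with total-read scaling. With limma 0 of 2 were higher, as they were after TMM scaling of the RPM values, which was chosen after seeing them. With quantile normalization 1 of 3 were higher, and with a pseudocount of 0.1, which is not a scaling, 3 of 7. Leaving out model library M2, in which miRNAs took the smallest share of the reads, moved limma's median log2 fold change over all miRNAs from -0.0583 to 0.110. Without M1 it was -0.161, without M3 -0.171 and without K3 -0.163.

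The number with an adjusted p under 0.05, 1 with limma, was 2 with no filter, 2 with filterByExpr and 3 with a pseudocount of 0.1. On the recovered reads it was 2 with edgeR and TMM, 2 with DESeq2's size factors, 3 with total-read scaling, 2 with the DESeq2 Wald test and 2 with edgeR on known and predicted miRNAs together. With edgeR and TMM on known miRNAs the 2 were miR-6324 and miR-6216. With predicted miRNAs added they were miR-6324 and novel9_mature, and miR-6216 had an adjusted p of 0.0609 (edgeR). Across the fits without one library the number ranged from 0 to 5 with limma, where the fit with 0, without M2, had 13 miRNAs at an unadjusted p under 0.05. With edgeR it ranged from 0 to 3, and the fits with 0, without M1 and without M2, had 44 and 23 at an unadjusted p under 0.05.

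Of the 9 listed miRNAs, limma placed 2 past the threshold. The number was 7 with a pseudocount of 0.1 and 9 with edgeR and TMM, 9 with DESeq2's size factors, 9 with total-read scaling, 9 with the DESeq2 Wald test and 9 with edgeR on known and predicted miRNAs together. Across the fits without one library it ranged from 2 to 3 with limma and from 8 to 9 with edgeR. For the 8 listed miRNAs other than miR-6324, 43 of 144 log2 fold changes under an alternative moved past the threshold, and 1, of miR-184 without M2, was no longer past it.

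The separation of the groups over all miRNAs, 0.00376, was below 0 with Pearson's correlation of log2(RPM + 1), at -0.000130, and without the 9 listed miRNAs, which were chosen on the real split, at -0.000499. It ranged from -0.00120 to 0.00914 across the fits without one library. It has no stable sign, and the cause was not tested.

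No paired analysis was possible because the blank libraries carry no rat number that matches the labels. Scaling by total reads without TMM is what RPM already is, so on RPM it was not a separate alternative. The depth limits miR-138-1-3p, miR-873-3p and miR-1247-3p most, each of which had under 10 reads in at least 4 of the 6 libraries.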

Differences from the paper's values

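The paper's text gives 5 known miRNAs higher in the model group at an unadjusted p under 0.05 and a 2-fold change, and limma on log2(RPM + 1) gave 0. Of the paper's 5, miR-1247-3p, miR-138-1-3p and miR-873-3p were under 1 RPM in every library. They could not reach a 2-fold change on this scale. Of the alternatives on RPM values set before the data were examined, the call at an unadjusted p under 0.05 alone, without a 2-fold change, came within 1.5 times the paper's 5, with 4. Joined with another setting, that call gave 3 without trend, 6 with filterByExpr, 9 with no filter and 13 with quantile normalization. Among the alternatives that kept the 2-fold change the nearest was 3, with a pseudocount of 0.1. Fits on the recovered reads, named beforehand for counts but chosen to stand beside limma after seeing the values, gave 7 with edgeR and TMM, 7 with edgeR and DESeq2's size factors, 6 with edgeR and total-read scaling, 6 with the DESeq2 Wald test and 6 known ones with edgeR on known and predicted miRNAs together. With each library left out of edgeR in turn, likewise chosen to stand beside limma after seeing the values, the number ranged from 6 to 10.

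For miRNAs lower in the model group, the paper's text gives 4 and limma gave 2. Of the paper's 4, miR-6216 was under 1 RPM in every library and could not be called on the log2(RPM + 1) scale. With a pseudocount of 0.1 the number was 4, the paper's value. It was 5 at an unadjusted p under 0.05 alone, 6 without K1, 3 without K3, 6 without M1 and 3 without M3, which lie within 1.5 times the paper's. It was 2 with quantile normalization, without trend, with no filter, with filterByExpr, with known and predicted miRNAs together and without K2, and 1 without M2 and where the groups also had to be without overlap. On the recovered reads, chosen to stand beside limma after seeing the values, edgeR with TMM gave 7, as did edgeR with DESeq2's size factors and the DESeq2 Wald test, and total-read scaling gave 17. On known and predicted miRNAs together edgeR gave 7 known ones. With each library left out of edgeR in turn, likewise chosen to stand beside limma after seeing the values, the number ranged from 6, without M2 and without M3, to 20, without K1.

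Figure 1 of the paper prints about 57 known miRNAs with a log2 fold change above 1 and about 73 with one under -1, whatever their p. The numbers with limma were 0 and 2. With a pseudocount of 0.1 they were 3 and 4, and no alternative closed either gap. On the recovered reads of all 6 libraries, the largest numbers were 18 above 1 with the DESeq2 Wald test and 26 under -1 with edgeR and total-read scaling. With each library left out of edgeR in turn, the largest were 25 above 1, without K2, and 42 under -1, without M1. Both of the paper's numbers are those of the log2 fold changes in the authors' deposited table, which uses no pseudocount and covers every known miRNA with at least 1 read, 593 in all.

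The paper lists miR-6216 and miR-217-5p as downregulated and miR-1247-3p, miR-138-1-3p, miR-204-5p, miR-672-5p and miR-873-3p as upregulated, and limma on log2(RPM + 1) placed none of these 7 past the threshold. For miR-6216, miR-1247-3p, miR-138-1-3p and miR-873-3p the pseudocount fixed this outcome. Each was under 1 RPM in every library, so on that scale it could not pass the threshold. A pseudocount of 0.1 placed miR-6216, miR-217-5p, miR-1247-3p, miR-672-5p and miR-873-3p past it. Quantile normalization placed miR-204-5p past it with a log2 fold change of 1.02, as did leaving out K2, with 1.01, or M2, with 1.17. edgeR and DESeq2 on the recovered reads of all 6 libraries, chosen to stand beside limma after seeing the values, placed all 7 past it.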

Other observations

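The tests of edgeR's counts and of the listed miRNAs under other splits, and the test of depth for miR-142-3p, were chosen only after the result was seen.

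The 6 libraries can be split into 3 and 3 in 10 ways, so no share under 0.1 is possible and chance cannot be excluded for any count. With limma, 6 of the 10 splits gave at least 2 miRNAs past the paper's threshold, and another split gave up to 12. For an adjusted p under 0.05 with limma, 5 of the 10 splits gave at least 1 miRNA, up to 8 in another split. With edgeR on the recovered reads, 4 of the 10 splits gave at least 14 miRNAs past the threshold, up to 30 in another split. Only the real split gave any miRNA with an adjusted p under 0.05 with edgeR (1 of 10 splits, 2 miRNAs). The number of miRNAs past an unadjusted threshold was therefore no larger than other divisions of the same rats give. The 9 listed miRNAs were chosen for the real division, so that 1 of 10 splits with limma (2 of the 9) and 1 of 10 with edgeR (9 of the 9, against at most 3 in another split) gave as many shows no stability.

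Low depth was weighed for the 9 as a set. Under 10 reads in at least 4 of the 6 libraries was seen for 3 of the 9, and at least 10 reads in every library of the higher group for 5 of the 9. The prediction written beforehand, that most of the 9 would have under 10 reads in most libraries, was not met. Levels were low all the same, as 5 of the 9 had a mean under 1 RPM, 5 had a group at or under 3 reads in every library, and 3 of the 9 reached 1 RPM in at least 3 libraries.

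miR-217-5p is listed with miR-216a-5p and miR-216b-5p as marking the acinar pancreas, and its gene is next to Mir216a in the GRCr8 annotation. If pancreatic tissue were its source, both would rise with it. Over the 6 libraries, Spearman's rho with miR-217-5p was -0.371 for miR-216a-5p (exact permutation p = 0.497, Pearson's r = -0.328, p = 0.504) and 0.886 for miR-216b-5p (exact permutation p = 0.0333, Pearson's r = 0.809, p = 0.0431). Without libraries K2 and K3, r was -0.565 and 0.365. Among 3 relations computed, the Benjamini-Hochberg value for miR-216b-5p was 0.1 for rho and 0.129 for r. One of the 2 rose with it and the other did not, so these 6 libraries do not tell whether pancreatic tissue was the source. For miR-216a-5p the Benjamini-Hochberg values were 0.714 and 0.504. Both have at most 30 reads in a library, and each group alone has too few libraries for a test. None of the marker miRNAs listed for skeletal muscle, liver, red blood cells, leukocytes, neurons, epithelium or smooth muscle had an adjusted p under 0.05 from edgeR's quasi-likelihood test.

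Differences in the share of muscle and epithelium in the tissue piece were tested with lists of marker miRNAs written before the data were examined. Over the 6 libraries, the mean log2 level of the smooth muscle list and that of the intestinal epithelium list had Pearson's r = -0.486 (exact permutation p = 0.317, Benjamini-Hochberg value 0.475) and Spearman's rho = -0.2 (exact permutation p = 0.714). Without K2 and M2, r was -0.768. The sign is that of a mixture, but levels scaled to a library's reads can give it without one. miR-143-3p, on the smooth muscle list, alone took between 30.3% and 43.5% of the reads on known miRNAs. Besides, 6 libraries do not tell the relation from none, and each group alone has too few libraries for a test.

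Blank library K2 stood apart in miR-142-3p, a miRNA listed for leukocytes, with 39073 reads against 3262 and 3670 in the other blank libraries and 10547, 5186 and 4439 in the model libraries. On TMM-scaled reads it was 3.28 log2 units above the median of the other 5 libraries. A list of 6 miRNAs that mark lymphocytes was then written before their values were seen. Their median difference in K2 was 2.10, from 0.82 to 3.50, the largest being that of miR-150-5p, with 82441 reads. None of 10000 random lists of 6 miRNAs of similar level reached it (percentile 100, highest random list 1.62). miR-223-3p, which is on the same leukocyte list as miR-142-3p, differed by 0.20. The total reads of K2 were 0.942 times the median of the others, so depth did not account for it. A candidate explanation is that the piece of colon from this rat held more lymphoid tissue. It was seen in 1 rat, so no biological explanation by group was tested. Of 478 known miRNAs, 68 were higher by more than 1 log2 unit in K2 and 38 lower. miR-741-3p, which edgeR called as lower in the model group, had 98 reads in K2 and at most 3 in any other library. Without K2, edgeR still placed 9 of the 9 listed miRNAs past the threshold.

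edgeR with TMM called 5 miRNAs outside the paper's list, named here after their values were seen. Higher in the model group were miR-135a-5p, with 6, 4 and 3 reads in the blank libraries and 16, 15 and 13 in the model libraries, and miR-1247-5p, with 8, 7 and 9 against 19, 22 and 12. Lower were miR-296-5p, miR-328b-3p and miR-741-3p. In 4 of these 5 the groups did not overlap, which chance gives for 10% of miRNAs, and none had an adjusted p under 0.05 from edgeR (lowest 0.373, for miR-135a-5p). miR-1247-5p comes from the same precursor as the listed miR-1247-3p and has the same direction. limma called 2 outside the list at an unadjusted p under 0.05, without a 2-fold change. These were miR-598-3p, at 7.75 ± 1.45 RPM in the blank group and 14.1 ± 1.52 RPM in the model group (SD, n = 3 each), and miR-503-5p, at 3.41 ± 0.430 RPM and 1.89 ± 0.644 RPM (SD, n = 3 each). Both had an adjusted p of 0.992 from limma.

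The paper's discussion names miRNAs that other studies link to the disorder. In these libraries miR-29a-3p was at 1472 ± 437 RPM in the blank group and 1502 ± 334 RPM in the model group (SD, n = 3 each), a log2 fold change of 0.05 (standard error 0.338, adjusted p = 0.992 from limma). The log2 fold change was -0.03 for miR-29b-3p, 0.36 for miR-29c-3p and 0.16 for miR-338-3p, none beyond its standard error except that of miR-29c-3p (0.357). With edgeR on the recovered reads these were 0.01, 0.47 and 0.27, so the sign for miR-29b-3p depends on the scale. From the other arm of the precursor, miR-29a-5p had 14, 14 and 16 reads in the blank libraries and 8, 13 and 7 in the model libraries. On RPM the groups did not overlap (exact two-sided permutation test on RPM, p = 0.1, the smallest possible). After TMM scaling they do overlap, as M2 has 8113127 effective reads against 10058808 to 11562681 in the blank libraries. The log2 fold change of miR-29a-5p was -0.21 with limma (standard error 0.183, adjusted p = 0.992) and -0.60 with edgeR (adjusted p = 0.853). With limma and edgeR it was 0.09 and 0.77 for miR-29b-5p, which had at most 10 reads in a library, and 0.12 and 0.20 for miR-29c-5p. miR-219a-5p had at most 3 reads in a library, too few to compare. miR-199b, which the paper's discussion also names, was not analysed here, as no known miRNA of that name was found among the deposited rows.

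None of the 3 miRNAs with the most reads had an adjusted p under 0.05 from limma (0.992 for each). miR-143-3p had a log2 fold change of -0.17 (standard error 0.336), miR-26a-5p of -0.34 (0.325) and miR-21-5p of -0.03 (0.352). Among predicted miRNAs that passed the filter, the 3 with the smallest p were novel12_mature, novel7_mature and novel11_mature. novel12_mature had 0, 47 and 52 reads in the blank libraries and 123, 68 and 122 in the model libraries, a log2 fold change of 1.17 (standard error 0.362, adjusted p = 0.433 from limma over 347 known and predicted miRNAs), and with edgeR an adjusted p of 0.779. The log2 fold changes of novel7_mature and novel11_mature were -0.39 and -0.35 (adjusted p = 0.990 for both from limma).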
